# RAD21 Cooperates with Pluripotency Transcription Factors in the Maintenance of Embryonic Stem Cell Identity

**DOI:** 10.1371/journal.pone.0019470

**Published:** 2011-05-12

**Authors:** Anja Nitzsche, Maciej Paszkowski-Rogacz, Filomena Matarese, Eva M. Janssen-Megens, Nina C. Hubner, Herbert Schulz, Ingrid de Vries, Li Ding, Norbert Huebner, Matthias Mann, Hendrik G. Stunnenberg, Frank Buchholz

## Abstract

For self-renewal, embryonic stem cells (ESCs) require the expression of specific transcription factors accompanied by a particular chromosome organization to maintain a balance between pluripotency and the capacity for rapid differentiation. However, how transcriptional regulation is linked to chromosome organization in ESCs is not well understood. Here we show that the cohesin component RAD21 exhibits a functional role in maintaining ESC identity through association with the pluripotency transcriptional network. ChIP-seq analyses of RAD21 reveal an ESC specific cohesin binding pattern that is characterized by CTCF independent co-localization of cohesin with pluripotency related transcription factors Oct4, Nanog, Sox2, Esrrb and Klf4. Upon ESC differentiation, most of these binding sites disappear and instead new CTCF independent RAD21 binding sites emerge, which are enriched for binding sites of transcription factors implicated in early differentiation. Furthermore, knock-down of RAD21 causes expression changes that are similar to expression changes after Nanog depletion, demonstrating the functional relevance of the RAD21 - pluripotency transcriptional network association. Finally, we show that Nanog physically interacts with the cohesin or cohesin interacting proteins STAG1 and WAPL further substantiating this association. Based on these findings we propose that a dynamic placement of cohesin by pluripotency transcription factors contributes to a chromosome organization supporting the ESC expression program.

## Introduction

The cohesin complex, consisting of four core subunits (SMC1a, SMC3, RAD21 and STAG (STAG1 or STAG2)), is important for a variety of biological processes including chromosome segregation, DNA-damage repair and chromosome morphology [1], [2], [3], [4], [5], [6]. A model of a ring-like structure suggests that cohesin can encircle DNA, thereby physically connecting different DNA strands for these diverse biological processes. Cohesin functions are supported by accessory proteins such as the cohesin loading factor NIPBL [7], [8] as well as the cohesin maintenance proteins WAPL [9], [10] and PDS5 [11], [12].

Recent studies have extended the canonical functions to a role of cohesin in gene regulation [13], [14], [15], [16], [17], [18], [19], [20]. For instance, experiments have revealed that cohesin is loaded onto chromatin long before sister-chromatid cohesion is established [14]. Furthermore, cohesin is present in postmitotic cells and only a small amount is actually needed for mitosis [21], [22]. Association of cohesin with human developmental disorders occurring relatively late in development also proposed a functional role in gene expression regulation, because mutations that only affect sister-chromatid cohesion would predict to cause lethality early in development. However, disorders displaying mutations in the cohesin network termed cohesinopathies do not show severe defects in sister chromatid cohesion [14], [23], [24], [25]. Finally, the prominent co-localization with the chromatin boundary factor CTCF suggests a role of cohesin in chromatin mediated gene regulation [14], [24], [26], [27], [28], [29], [30], [31]. However, how cohesin contributes to the execution of specific gene expression programs is not well understood.

Interestingly, we and others recently identified cohesin subunits in RNAi ESC screens as factors that are required to maintain Oct4 expression [32], [33]. ESCs present an excellent cellular system to investigate a potential role of cohesin in gene regulation because the transcriptional repertoire that maintains ESC identity has been studied extensively and conditions for an exit from the self-renewal program are well defined.

## Results

### An organizational principle of RAD21 at CTCF binding sites

To gain insights into a potential role of cohesin in ESC biology, we performed a global DNA-binding survey of RAD21, a core component of the cohesin complex. We used a RAD21 BAC-GFP tagged ESC line and performed chromatin immunoprecipitation followed by massive parallel DNA sequencing (ChIP-seq) employing a high-affinity GFP-antibody. Applicability and specificity of the BAC tagging approach for generic assays has been demonstrated previously [34], [35] and has been specifically validated here for RAD21 (Fig. S1). For analysis of the ChIP-seq data set, we first subtracted the IgG ChIP-seq data from the Rad21 ChIP-seq data and employed the MACS algorithm (1.4.0beta version) to call binding peaks. With a cut-off *p*-value of 10e-5, we identified 15311 specific RAD21 binding sites (Table S1, Fig. S2) unmasking a characteristic binding pattern of RAD21 in ESCs.

Consistent with genome-wide binding studies for other cohesin subunits [24], [28], inspection of the bound sequences did not reveal a RAD21 specific consensus sequence, indicating that the cohesin complex is not a sequence specific DNA binding complex. Instead, we identified the CTCF binding motif in 93% of all RAD21 binding sites. Cohesin has been shown to co-localize with the insulator protein CTCF, where it most likely contributes to chromosome organization via DNA loop formation between distant genomic regions [24], [30], [36]. To test whether this co-localization is indeed present in ESC, we also conducted ChIP-seq analysis with a validated CTCF BAC-GFP tagged cell line (Fig. S1). 

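The ESC line carried CTCF with a LAP tag, which contains GFP, expressed from a stably integrated BAC that carries the CTCF gene. Chromatin of this line was immunoprecipitated with the GFP-antibody in 1 library and with control IgG in 1 library, so there is no replicate of either. The sample labels name an IgG isotype control for the latter but also call it input DNA. It is read here as the IgG ChIP, as in the paper, and ratios to it would be ratios to input if it were not. The deposited files list the aligned tags of each library, 35 bp long, together with the peaks and summits that the authors called with MACS. The CTCF library holds 8391191 tags and the IgG library 7988889 tags. No position and strand occurs more than 1 time in either library. Coordinates are those of mm9. The distance between tags on the plus and minus strands at the 1000 highest scoring peaks was 185 bp, and tags were moved by 92 bp toward the fragment centre before counting. All intervals below cover counting error between these 2 libraries only and not the variation between cultures.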

Using the same parameters for peak detection, we identified 33788 CTCF binding sites in ESCs. 

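The deposited list holds 33788 CTCF peaks with a median width of 832 bp. The lowest score given by the authors is 50, which on the MACS scale of -10 times the log10 of the p-value is a p-value of 1e-05, and the median score is 117. In the peaks lie 961296 CTCF tags, 11.5% of the library (95% Wilson interval 11.4 to 11.5), and 104800 IgG tags, 1.31% (1.30 to 1.32). Scaled to the same depth, the CTCF library has 8.73 times the tags of the IgG library there (exact 95% interval 8.68 to 8.79). Within 150 bp of the summits, the ratio was 14.3 in place of 8.73. A recount with a one-sided Poisson probability in 300 bp around each summit, against the largest of the IgG rates over the genome, 1 kb, 5 kb and 10 kb, gave a p-value of at most 1e-05 at 28874 summits, 85.5% of the list, with a median of 14 CTCF tags against a background of 1.35. Windows of 300 bp across the genome were tested against the larger of the other library's rates over the genome and 10 kb only. Of 8849641 windows, 41936 passed the same threshold for CTCF over IgG and 331 passed it for IgG over CTCF. For the latter, the 10 kb rate is that of the CTCF library with its peaks included. The centre of 96.5% of the 41936 windows lies in a deposited peak. The highest score, 1417.25, belongs to the peak on chromosome 18 from 75759000 to 75760186, in an intron of Ctif, with 139 CTCF and 3 IgG tags. The peaks ranked 3 and 5 lie between genes, on chromosome 10 from 58757574 to 58760493, 27732 bp upstream of P4ha1, and on chromosome 9 from 114490138 to 114493444, 17302 bp upstream of Trim71. The peaks ranked 2 and 4, on chromosome 8 from 108117550 to 108122043 and from 108235112 to 108241579, lie between genes 8669 bp upstream of Fam65a and in the UTR of Gfod2. Both are in a stretch around Ctcf where the IgG library is also raised, with 73 and 108 IgG tags against 406 and 452 CTCF tags.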

We compared the RAD21 binding pattern to the CTCF binding sites in ESC and observed a remarkable overlap of the binding patterns of these two factors, with 73% of the RAD21 binding sites co-localizing with CTCF binding sites (Fig. 1A).

**Figure 1:**
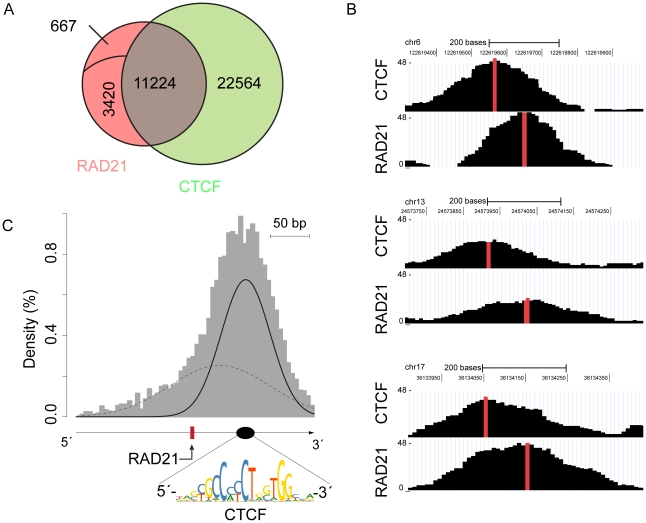
Organizational principle of RAD21 placement near CTCF binding sites in ESCs. (**A**): Venn diagram showing the overlap of RAD21 with CTCF binding sites (p<10^−5^). Non-overlapping RAD21 binding sites are separated into CTCF binding independent (3420, named CIB) and CTCF binding and motif independent sites (667, named MCIB). (**B**): Examples of ChIP-seq binding peaks indicating a shift of RAD21 and CTCF loci. Vertical red bars indicate the CTCF binding peak summits. Data show absolute number of reads at the y-axis and chromosome position at the x-axis. (**C**): Histogram of distances between RAD21 binding sites and CTCF strand-specific motifs identified RAD21 to be located at CTCF binding sites with upstream directionality. Black lines are the components of the Gaussian mixture modeling distribution of distances. The solid line indicates the most dominant distribution and the dashed line indicates a second component of the mixture model. The red bar indicates the RAD21 binding site and the black ellipse indicates position of CTCF binding motif depicted below.

Close inspection of the RAD21 and CTCF peaks revealed that RAD21 typically does not exactly overlap with the CTCF binding position. Instead, RAD21 peaks were slightly shifted in respect to the CTCF summits (Fig. 1B). 

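The deposited CTCF summits of the Fig. 1B examples are at position 122619561 of chromosome 6, 24573891 of chromosome 13 and 36134050 of chromosome 17 (mm9). Their peaks have scores of 434.05, 280.42 and 449.97 and summit heights of 49, 25 and 37 tags. The chromosome 6 site is intergenic, 37856 bp upstream of Nanog, the chromosome 13 site is intergenic, 100057 bp upstream of Fam65b, and the chromosome 17 site lies in an exon of Gm17414 and an intron of A930015D03Rik. The RAD21 summits are the paper's own, from the first 1978 of the 15311 rows of Table S1, which are ordered by score, so they are the strongest RAD21 sites. Among them, the RAD21 summit lies at 122619664 on chromosome 6, 103 bp from the CTCF summit, and at 36134127 on chromosome 17, 77 bp away. The RAD21 site of the chromosome 13 example is not among these rows. Of the 1978 RAD21 summits, 1888 have a CTCF summit within 500 bp, at a median distance of 62.5 bp (quartiles 25 and 112 bp). A distance without sign is above 0 from summit error alone. In simulated data with a fixed fragment length and sites at 10 and 20 times the background, recomputed summits had a median error of 15 bp. The deposited CTCF summits spread more widely around the centre of their motif, with quartiles of -30 and 62 bp. The simulated error may therefore understate theirs, and the error of the RAD21 summits was not measured. No test was run on this part of the table. From the examples the paper turns to the distance between RAD21 and the CTCF motif.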

For a comprehensive analysis of this observation, we computationally determined the binding sites integrating all RAD21 peaks and calculated the distance to the closest CTCF binding motif in a strand specific manner. This analysis validated our initial observation and uncovered a directional placement of RAD21 5′ of the CTCF motif (Fig. 1C). Thus, our study reveals an hitherto unknown organizational principle of RAD21 binding close to CTCF sites *in vivo*.

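The strand decides the sign of these distances. The CTCF motif in Table S1 reads TGGCCACCAGGGGGCACTA as a consensus of the 192 CTCF sequences held here, which come from the first 1998 of the 65534 rows of its motif sheet, and Fig. 1C draws the other strand, TAGTGCCCCCTGGTGGCCA. Positions below follow Fig. 1C, with negative values 5′ of the motif centre. A matrix made from these sequences found a motif at p 1e-05 within 150 bp of 1804 of the 1978 RAD21 summits from the paper. Those summits lie at a median of -46 bp (quartiles -71 and -23), with 1586 of them on the 5′ side and 210 on the 3′ side. The deposited CTCF summits behave otherwise, with a median of 14 bp (quartiles -30 and 62) over 24502 summits with a motif. Of these, 14288 lie on the 3′ side and 10051 on the 5′ side, so that 58.7% of those off the centre are 3′ (95% Wilson interval 58.1 to 59.3). The RAD21 coordinates and the listed motif are both held for 17 peaks, 16 of which have a CTCF summit within 500 bp. Of the Fig. 1B examples, measured from the motif centre, RAD21 lies at -96 bp and CTCF at 7 bp on chromosome 6 (motif CCACCAACAGGGGGCGTTA), and RAD21 at 16 bp, on the 3′ side, and CTCF at 93 bp on chromosome 17 (motif AGGTCACTAGAGGGCAGCA). Over the 16 sites, RAD21 lies 5′ of the CTCF summit at 12 and 3′ of it at 4, with a median of -72 bp. The 95% interval of this median reaches across 0, from -113 to 5 bp. With pairs up to 250 bp in place of 500 bp, RAD21 lies at a median of 90 bp 5′ of the CTCF summit, with an interval from 6 to 113 bp that leaves out 0, so the outcome at these sites depends on the pairing distance. With motifs found by the matrix at all RAD21 summits held, an alternative chosen after the data were seen, the median over 1723 pairs was -56 bp (95% interval -60 to -53). Among the 5 of the 16 sites with the most RAD21 tags, RAD21 lies 25 bp 5′ of the CTCF summit near Hs6st1 (motif CGGACACGCGGGGGCACAG, chromosome 1 from 36121908 to 36121926), 54 bp 5′ near Atp6v1h and 96 bp 5′ in an intron of A830018L16Rik. The other 2 are an intron of Sulf1, where it lies 90 bp 5′, and a site near Crisp4, where it lies 435 bp 3′. Measured from the motif centre, RAD21 is at -32, -74 and -15 bp at the first 3 of these sites. The last 2 change sides, with RAD21 at 27 bp, 3′ of the motif, in Sulf1 (CTCF at 117 bp) and at -55 bp, 5′ of it, near Crisp4, where the CTCF summit is far from the motif, at -490 bp. From the distances to all RAD21 peaks the paper concludes that RAD21 is placed 5′ of the CTCF motif.

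**Figure D1:**
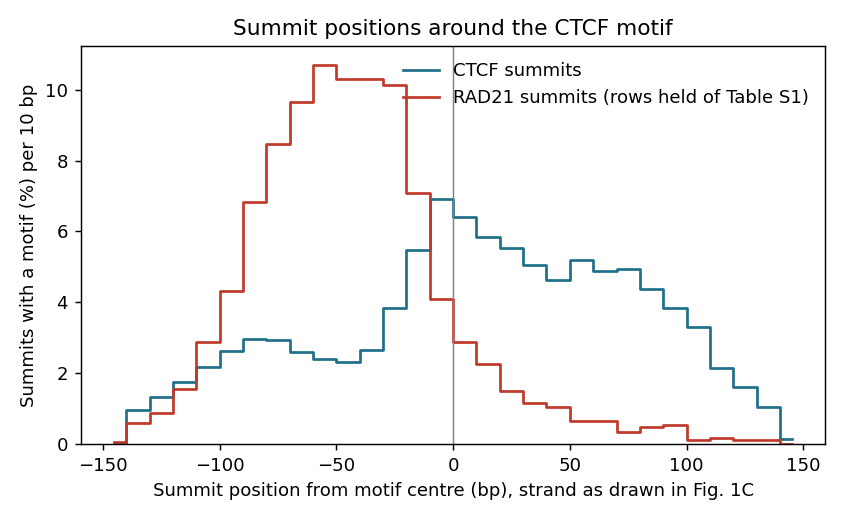
Positions of CTCF summits (blue) and of the RAD21 summits held from Table S1 (red) around the centre of the best CTCF motif, in bp along the strand drawn in Fig. 1C, as the percent of summits with a motif per 10 bp. The RAD21 summits gather on the negative, 5′ side around their median of -46 bp. The CTCF summits are most frequent at -10 to 0 bp and spread over both sides, with a median of 14 bp.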

### CTCF-independent RAD21 binding sites preferentially co-localize with key pluripotency related transcription factors

Despite the high overlap of RAD21 and CTCF binding, we also identified 4087 (26.7%) RAD21 binding sites that did not co-localize with CTCF in ESCs (Fig. 1A and Table S2). This result is consistent with previous studies in somatic cells, where non-CTCF bound sites for different cohesin components were reported [14], [28], [30]. Closer inspection of these binding sites revealed that 3420 (83.7%) of the non-CTCF bound binding sites contained the CTCF motif, indicating that they are either not bound by CTCF in ESCs, even though the binding motif is present or that these sites were not detected during ChIP-sequencing. To generate a list of unambiguous CTCF negative RAD21 binding sites we removed these sites, leaving 667 reassessed CTCF independent RAD21 binding sites, which we define as motif and CTCF-independent RAD21 binding sites (MCIB). 

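The deposited CTCF data can be read at the 13 MCIB loci that Fig. 5D labels by position. The paper defines these sites as RAD21 peaks that overlap no CTCF peak and have no CTCF motif near the summit. If the deposited peaks were the ones used, the lack of overlap below is fixed by that choice. Low CTCF tag counts would be favoured by it too. The CTCF column of the Table S1 rows held differs from overlap with the deposited peaks in both directions. It may therefore rest on other CTCF data, and which data were used is not settled here. None of the 13 overlaps a deposited CTCF peak, and the nearest CTCF summit lies between 2908 bp (Nanog) and 116612 bp (Znf521) from the locus centre. Together they hold 80 CTCF and 55 IgG tags, a depth-scaled ratio of 1.38 (exact 95% interval 0.970 to 1.99). Scaled by the tags outside the peaks, it was 1.54 with an interval that starts at 1.08, and within 500 bp of the ChIP primer products, an alternative chosen after the data were seen, it was 1.23 (0.852 to 1.78). Single loci hold between 2 and 12 CTCF tags and between 1 and 10 IgG tags. The lowest p-value among them was 0.0663 at Jarid2, with 9 CTCF and 2 IgG tags (exact binomial test, two-sided, adjusted p = 0.174 with Benjamini-Hochberg adjustment over 21 loci). At the Nanog locus, intergenic and 4700 bp upstream of the gene start, there were 3 CTCF and 2 IgG tags. The Sox2 locus, 95251 bp downstream of the gene start, holds 4 tags in each library, and the Sulf1 locus, in an intron of the gene, 6 CTCF and 10 IgG tags. The number of MCIB loci with an unadjusted p-value under 0.05 was 0. At this depth a single locus leaves a wide range open, as at Jarid2, where the ratio of 4.28 has an exact 95% interval from 0.887 to 40.7.

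**Figure D2:**
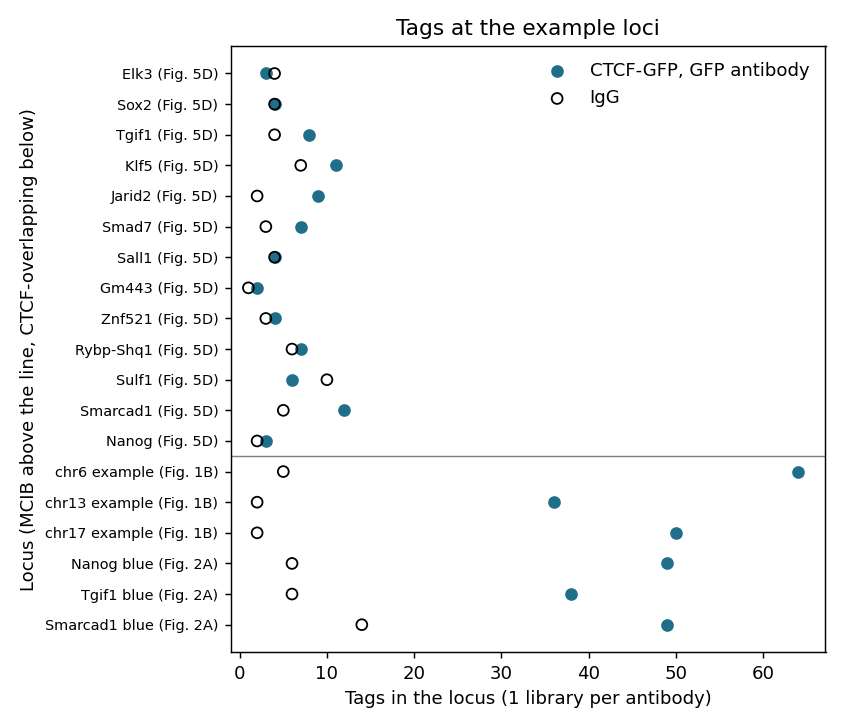
Tags in each example locus in the CTCF library (filled) and the IgG library (open), 1 library each, with the 13 MCIB loci of Fig. 5D above the line and the 6 CTCF-overlapping loci of Fig. 1B and Fig. 2A below it. The MCIB loci reach at most 12 CTCF tags and the CTCF-overlapping loci hold at least 36. The paper chose these groups by the absence or presence of CTCF overlap, so part of the contrast may follow from that choice.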

To investigate whether other binding sites could be detected in this MCIB subset, we performed a motif search analysis in the vicinity (150bp) of MCIB RAD21 peak summits (Table S2). Strikingly, this analysis showed an enrichment for DNA motifs that are known binding sites of key pluripotency transcription factors (Fig. 2B). In particular, bona-fide binding motifs for Oct4 (encoded by Pou5f1), Nanog, Sox2, Klf4, and Esrrb were enriched at MCIB over all RAD21 binding sites. To investigate whether RAD21 does indeed co-localize with pluripotency transcription factors at these sites *in vivo*, we compared our data with published ChIP-seq data [37] of pluripotency transcription factors in ESCs. Remarkably, a significant overlap of MCIB RAD21 binding sites and the ESC transcription factors with a clear enrichment of ESC transcription factors at these particular MCIB sites over all RAD21 sites was observed (Fig. 2, Table S3). Moreover, many of the MCIB RAD21 sites co-localized with Multiple Pluripotency Transcription Factor-Binding loci (MTL), from which around 40% were reported to be located in ESC intergenic regions [37] (Fig. 2A, Table S3). Interestingly, the MCIB RAD21 binding sites did not show a characteristic directional binding to the pluripotency transcription factor motifs as seen for CTCF co-bound sites.

**Figure 2:**
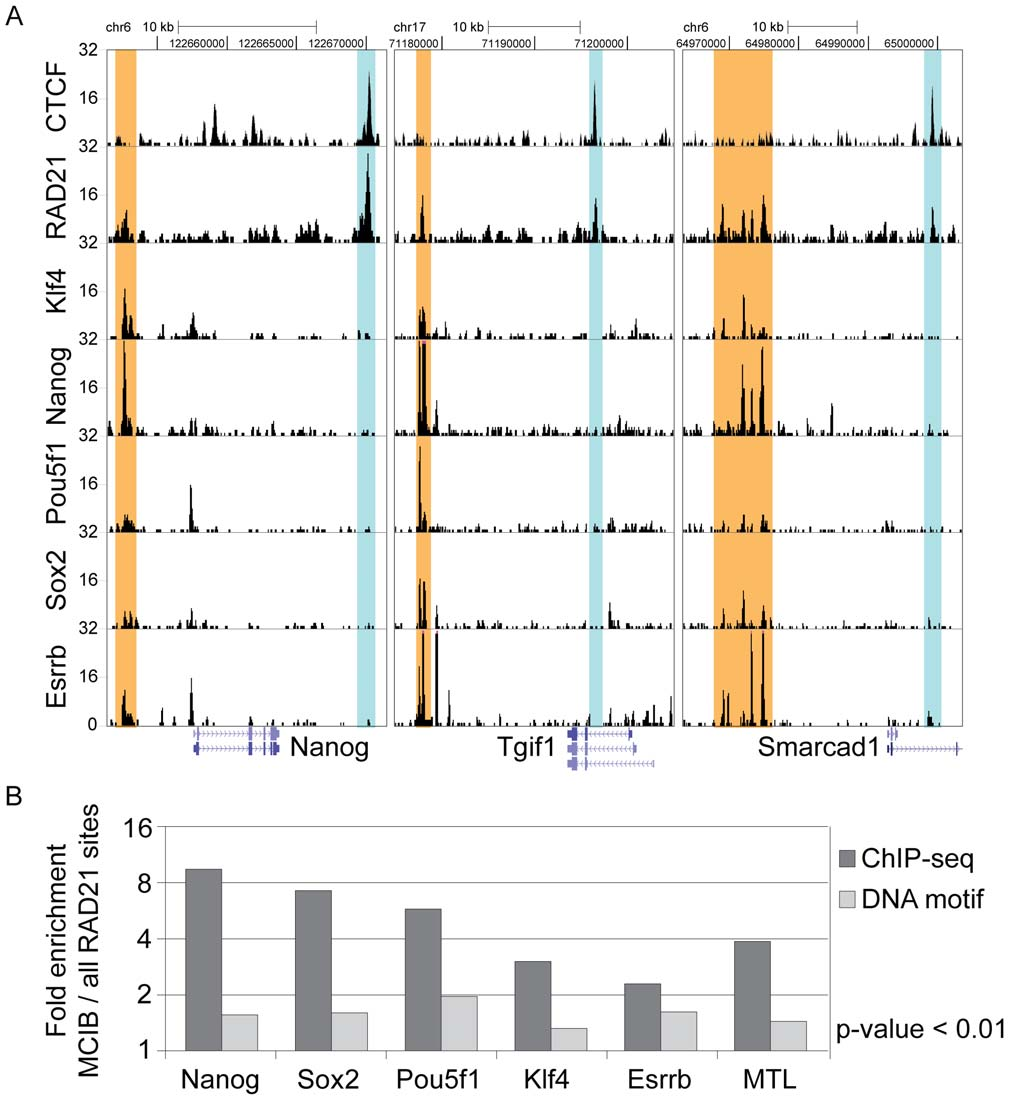
MCIB RAD21 binding sites co-localize with key pluripotency related transcription factors. (**A**) Examples of ChIP-seq results showing co-localization of MCIB RAD21 binding sites with key ESC specific transcription factors. ChIP-seq data were obtained from previous studies [37] for the indicated loci in ESCs. MCIB RAD21 sites are highlighted in red and CTCF-overlapping sites are highlighted in blue. (**B**) Enrichment analysis of transcription factors in the 150 bp vicinity of MCIB RAD21 binding peak summits over all RAD21 binding peak summits shows overrepresentation of both DNA binding motifs and real binding of ESC specific transcription factors at MCIB RAD21 sites. MTL (Multiple Transcription Factor loci) are binding sites with at least two pluripotency transcription factors that co-localize with RAD21. Black bars show enrichment of binding events identified by ChIP-seq [37] and grey bars show enrichment of DNA binding motifs.

### RAD21 and other cohesin subunits are required to maintain ESC identity

The co-localization of RAD21 with pluripotency transcription factors prompted us to further investigate the functional role of RAD21 and other cohesion subunits in ESC maintenance. Because of its essential role during cell division, complete removal of cohesin causes cell death [38], [39], [40]. However, knock-down of cohesin complex components by RNAi has been used to investigate non-essential functions of the complex for instance in MCF-7 cells [28]. These experiments revealed that cells could divide and survive with reduced levels of cohesin proteins [22]. As in MCF-7 cells, transfection of ESCs with esiRNAs targeting RAD21, SMC1a or SMC3 resulted in significant depletion both at mRNA and protein level (Fig. 3A,B) without causing pronounced cell death (data not shown). Importantly, ESC colonies lost their typical compact morphology 72 h post transfection with many flat and extended cells appearing at the periphery of colonies (Fig. S4), suggesting loss of pluripotency. Alkaline phosphatase staining showed a strong reduction of AP-positive cells for knock-down of all three subunits, verifying the loss of pluripotency and subsequent differentiation upon cohesin depletion (Fig. 3 C,D, S5A). The loss of AP expression upon RAD21 depletion was accompanied by a decrease in expression of pluripotency markers, including Oct4, Nanog and Myc (Fig. 3E). Conversely, the expression of lineage markers characteristic for all three germ-layers (ectoderm: Fgf5, mesoderm: brachyury, endoderm: FoxA2) and trophectoderm (Cdx2) were strongly upregulated, signifying differentiation of the cells (Fig. 3F).

**Figure 3:**
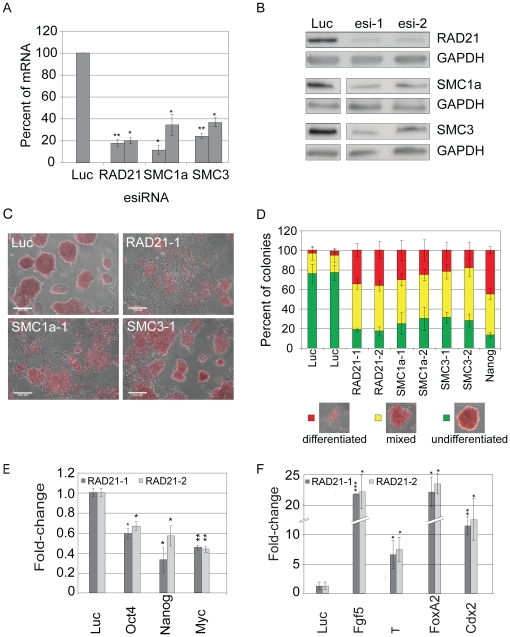
Depletion of RAD21 and other cohesin subunits leads to differentiation of ESCs. (**A**): qPCR analysis of esiRNA knock-down efficiency for indicated genes (48 h RNAi, n = 3, error bars denote s.d. and *, ** indicate p<0.05 and 0.01 respectively). Transfection of a non-targeting esiRNA (Luc) was used as a control. Numbers adjacent to the gene names indicate independent, non-overlapping esiRNAs transfected. (**B**): Western Blot analysis of esiRNA knock-down efficiency for indicated genes (48 h RNAi; esi-1 and esi-2 indicate independent, non-overlapping esiRNAs transfected). Transfection of a non-targeting esiRNA (Luc) was used as a control. GAPDH served as a protein loading control. (**C**): Alkaline phosphatase staining of ESCs, which had been transfected with esiRNAs targeting RAD21, SMC1a and SMC3 (72 h post RNAi) showed a strong differentiation phenotype compared to a control (Luc). Nanog depletion served as a positive control for ESC differentiation. Scale bars correspond to 100 µm. (**D**): Quantification of alkaline phosphatase staining (n = 3) separated into undifferentiated (green), mixed (yellow) and differentiated colonies (red). (**E+F**): qPCR validation of expression changes of (**E**) stem cell maintenance genes and (**F**) lineage marker genes upon knock-down of RAD21 (two independent esiRNAs) and Luc control (48 h RNAi, n = 3, error bars denote s.d. and *, **, *** indicate p<0.05, 0.01 and 0.001 respectively).

To test whether the expression change of pluripotency and early developmental genes in RAD21 depleted cells is also valid for other cohesin subunits, we repeated the expression analysis with SMC1a and SMC3 depleted ESCs and detected similar expression changes of pluripotency and lineage markers (Fig. S5 B,C). Although the magnitude of expression changes for some markers varied, possibly due to experimental variations, differences in knockdown efficiency or divergence in protein half-life, the overall concordance of the results were striking, indicating that the observed phenomena can be attributed to the cohesin complex rather than RAD21 itself. In summary, physiological expression of cohesin is required to maintain ESC identity.

### Expression changes after RAD21 depletion resemble Nanog knock-down

To obtain a global view of expression changes, we transfected ESCs with RAD21 esiRNAs and measured expression changes after 48 hours using microarrays. Strong changes of the transcriptome were evident (Table S4), supporting a role of RAD21 in ESC gene regulation. More importantly, many known stem cell maintenance genes, including Tbx3, Esrrb, Klf4, Fgf4, Nanog and Oct4 were downregulated (Fig. 4A, S6). In contrast, a large number of developmental genes from all three germ layers and the trophectoderm lineage were upregulated (Fig. 4A, S6). Notably, many genes associated with known critical ESC maintenance signaling pathways, including the TGF-β, Wnt and Notch signaling pathways were also affected (data not shown). Gene Ontology enrichment analysis showed that genes associated with cell differentiation and development were strongly enriched (p>5×10^15^) (Fig. 4B), manifesting the exit of the pluripotency expression program and induction of differentiation programs upon RAD21 knock-down.

**Figure 4:**
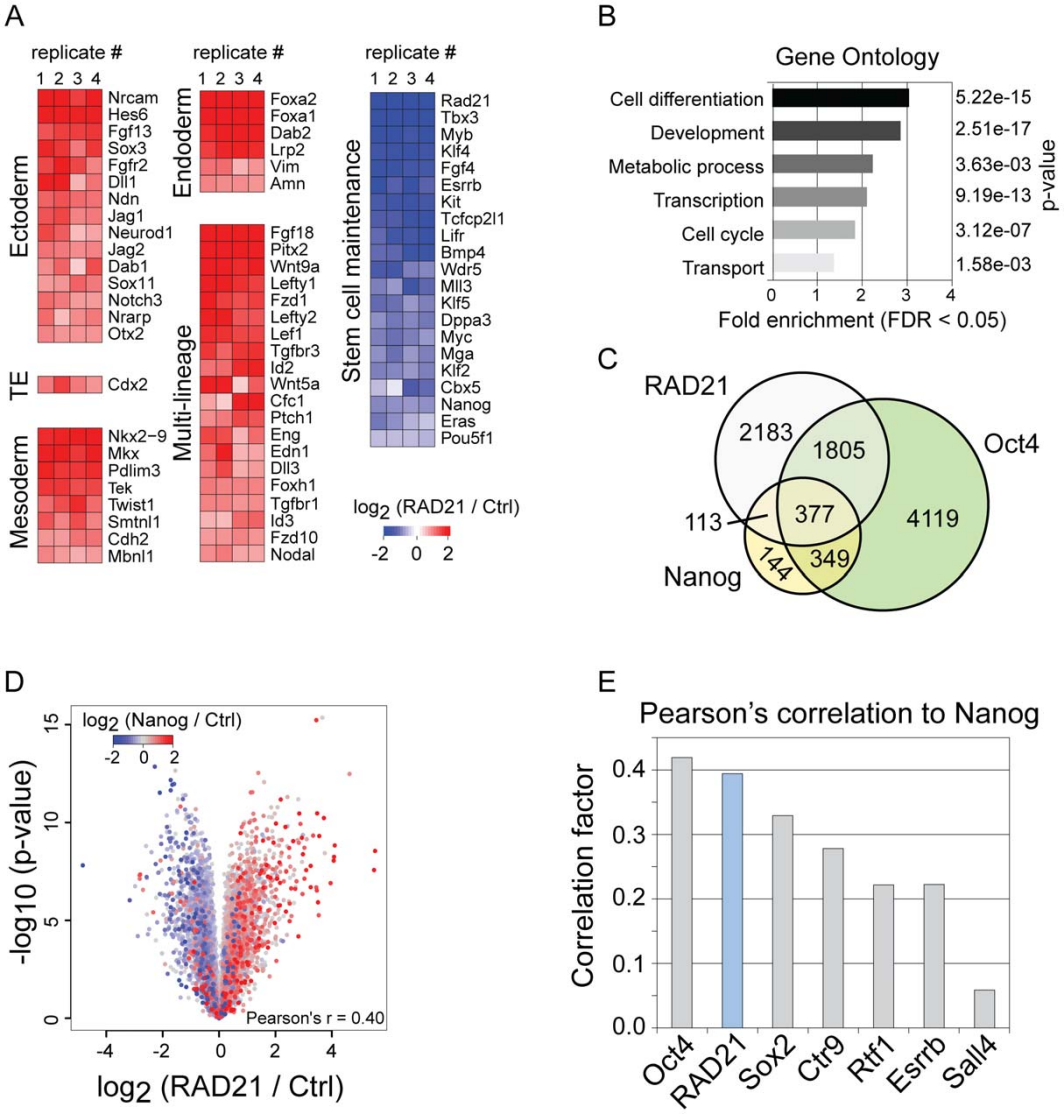
Gene expression profile upon RAD21 depletion exhibits close analogy to Nanog depletion. (**A**): Heatmap showing expression changes of selected developmental and stem cell maintenance genes in four biological replicates (48 h RNAi). (**B**): Gene Ontology (GO)-term analysis determined ‘Cell differentiation’ and ‘Development’ as processes to be most overrepresented. (**C**): Venn diagram showing the overlap of RAD21 with pluripotency genes Oct4 and Nanog expression profiles after their depletion. (**D**): Volcano plot demonstrating the remarkable overlap of RAD21 and Nanog expression profiles upon their depletion. Each dot represents a probe from the RAD21 microarray (averaged over four replicates), blue dots represent downregulated genes and red dots represent upregulated genes. (**E**): Bar chart of Pearson's correlation factors between expression profiles of Nanog and factors essential for stem cell identity after their depletion. Note that the correlation factor for RAD21 is similar to the correlation factors for Oct4 and Sox2.

To place the observed expression changes into context of other factors, we compared the RAD21 expression profile to published data [41], [42]. Remarkably, the expression profile after RAD21 knock-down was similar to expression changes reported for the depletion of pluripotency transcription factors (Fig. 4C). Thus, RAD21 knock-down mirrors expression changes observed after depletion of pluripotency transcriptional regulators. In particular, the depletion of RAD21 closely resembled the expression profile after Nanog knock-down with a Pearson correlation coefficient of 0.4 (Fig. 4D,E). Notably, this correlation coefficient matched or exceeded a comparison between Nanog and other pluripotency factors, indicating a particularly tight link between Nanog and RAD21 depletion (Fig. 4E). This finding, together with the observed phenotypical consequences upon knock-down and the observed co-localization at MCIB RAD21 sites suggests that RAD21 is linked to the maintenance of ESCs through an association with pluripotency transcription factors.

### Co-localization of RAD21 with pluripotency related transcription factors at CTCF-independent sites is specific for ESCs

Functional relevance of RAD21 co-localizing with pluripotency maintaining transcription factors for ESC identity would suggest that these binding sites are ESC specific and that RAD21 would not be found there when cells exit the pluripotency program. To investigate this assumption, we differentiated LAP-tagged RAD21 ESCs into embryoid bodies (EBs) and performed ChIP-seq using the same parameters as employed previously for ESCs. With this analysis, we detected 11022 RAD21 binding sites in EBs. Interestingly, around half of the 15311 binding sites detected in ESCs, namely 7012 (45.8%), were also detected in EBs. This result suggests that many of the RAD21 binding sites are maintained upon differentiation (Fig. 5A). In support for this observation, a lot of the unaltered RAD21 binding sites in ESCs are also conserved in B- and T- cells [24] (data not shown). In sharp contrast, the majority of the 667 MCIB RAD21 sites including the MTL co-localizing sites in ESCs had disappeared in EBs, indicating that the co-localization of RAD21 with pluripotency transcription factors is specific for ESCs (Fig. 5A–D). At the same time DNA binding motifs of transcription factors related to early development were now enriched at the MCIB RAD21 binding sites (Fig. 5B), suggesting that these transcription factors now cooperate with cohesin to influence gene expression. As for the MCIB RAD21 binding sites in ESCs, we did not observe directional binding to transcription factor motifs (Fig. S3) as seen for CTCF co-bound sites.

**Figure 5:**
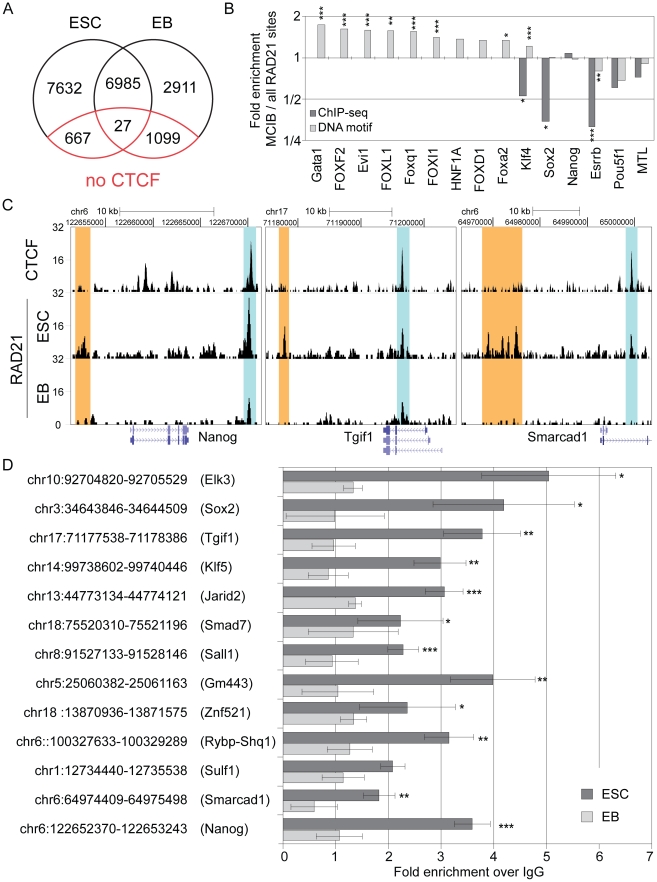
MCIB RAD21 binding sites are predominantly specific for ESC and disappear in EBs. (**A**): Venn diagram displaying the number of RAD21 binding sites specific for ESCs and EBs as well as the number of overlapping binding sites. The red circle separates the MCIB binding sites. (**B**): Enrichment analysis of transcription factors at MCIB over all RAD21 binding sites in EBs indicate upregulation of developmental- and downregulation of ESC specific transcription factors. Black bars show enrichment of binding events identified by ChIP-seq and grey bars show enrichment of binding motifs (*, **, *** indicate Fisher's exact test p<0.05, 0.01 and 0.001, respectively). (**C**): Examples of ChIP-sequencing peaks in ESCs and EBs showing the disappearance of MCIB RAD21 binding sites that co-localize with ESC transcription factors. MCIB RAD21 sites are highlighted in red and CTCF-overlapping sites are highlighted in blue. (**D**): Validation of selected loci by conventional ChIP followed by quantitative real-time PCR (n = 3, error bars denote s.d. and *, **, *** indicate p<0.05, 0.01 and 0.001, respectively). Black bars show fold enrichment in ESCs and grey bars show enrichment in EBs. Labels indicate the chromosome positions of the target loci and the closest gene indicated in brackets.

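The CTCF-overlapping sites boxed in blue in Fig. 5C at Nanog, Tgif1 and Smarcad1 were read by eye from the same boxes in Fig. 2A. Each overlaps a deposited CTCF peak. The peak at Nanog runs from 122669476 to 122670731 on chromosome 6, between genes and 12344 bp downstream of the Nanog start at the locus centre, with a score of 254.42. The one at Tgif1, in an intron of the gene, runs from 71196013 to 71196803 on chromosome 17 with a score of 173.75. The one at Smarcad1, also intronic, runs from 64998703 to 64999713 on chromosome 6 with a score of 177.07. The boxes hold 49 CTCF and 6 IgG tags at Nanog, 38 and 6 at Tgif1, and 49 and 14 at Smarcad1. The largest p-value of the 3 was 2.12e-05 (exact binomial test, two-sided, adjusted p = 7.41e-05 with Benjamini-Hochberg adjustment over 21 loci), at Smarcad1. Over these sites and the 3 of Fig. 1B, the depth-scaled ratio of CTCF to IgG tags was 7.78 (exact 95% interval 5.46 to 11.4). All of these sites overlap peaks called for CTCF over IgG from the same libraries. The tests and the ratio therefore largely restate the peak calls.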

### Nanog interacts with cohesin proteins STAG1 and WAPL

Because cohesin by itself does not seem to bind DNA sequence specifically, other mechanisms to place it at specific regions in the genome must exist. For RAD21 binding at CTCF sites, CTCF is suggested to localize cohesin via protein-protein interaction with STAG (SCC3) [30]. In order to gain insight into the mechanism of how cohesin is recruited to the ESC transcription factor binding sites, we performed a proteomic study on Nanog, the transcription factor with the highest enrichment score and the most similar expression pattern changes upon RAD21 depletion. Immunoprecipitation of LAP-tagged Nanog protein in Nanog-LAP- and control wildtype ESCs identified well known interaction partners of Nanog including Nr0b1, Zfp281, Sall4, Nac1, Gdf3, Sox2 and Rnf2 and thus validated functionality of the Nanog-LAP ESC line (Table S5). Interestingly, we also detected the core cohesin protein STAG1 and the cohesin associated protein WAPL as interaction partners of Nanog (Fig. 6A). To validate this result, we tested the interaction of STAG1 with Nanog by co-immunoprecipitation of GFP versus an IgG control in Nanog-LAP ESCs as well as in wildtype ESCs and confirmed the specific interaction in Nanog-LAP cells (Fig. 6B,C). Collectively, these data indicate that Nanog may facilitate the placement of cohesin at its binding sites through an interaction with specific cohesin proteins and together with similar phenotypical consequences upon knock-down and co-localizing DNA-regions, suggests cooperativity between the non-specific DNA-sequence bound (chromatin organizer) cohesin and the specific DNA-sequence bound pluripotency transcription factors.

**Figure 6:**
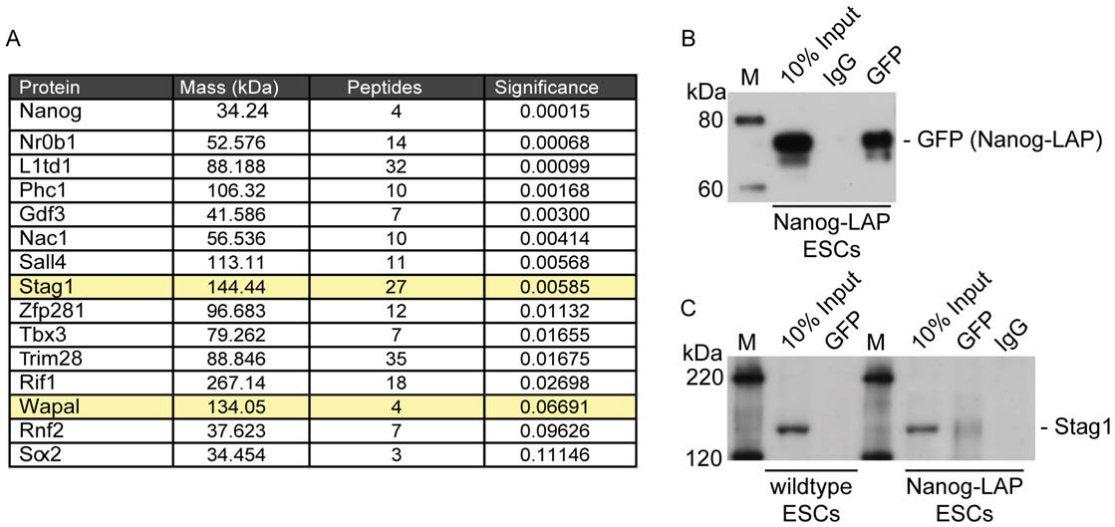
Nanog interacts with STAG1 and the cohesin associated protein WAPL. (**A**): List of selected proteins identified by mass spectrometry of Nanog BAC-GFP tagged ESCs. Proteins with their masses, identified number of peptides and significances (student's t-test) are shown. The cohesin protein STAG1 and cofactor WAPL are highlighted in yellow. (**B**): Western blot analysis after co-immunoprecipitation of GFP in Nanog BAC-GFP tagged ESC detected the bait (Nanog-LAP) using a GFP-antibody. Precipitation with an IgG antibody served as a control. (M = protein marker, kDa) (**C**): Western blot analysis after co-immunoprecipitation of GFP in Nanog BAC-GFP tagged ESCs and wildtype ESCs revealed a specific interaction with STAG1 in the GFP-IP. No interaction was detected in wildtype ESCs (M = protein marker, kDa).

### Comparative DNA binding analysis of cohesin sub-units

Recently, the binding pattern of the cohesin subunits SMC1a and SMC3 were described in ESCs [43]. We re-analyzed these data sets (two replicates each, Fig. S7) and integrated our RAD21 data using the MACS algorithm (p<10^−2^) to calculate the number of common cohesin binding sites (Fig. 7A), creating a list of high confidence common cohesin binding sites in ESCs (Table S7). We also integrated the different CTCF data sets to determine the number of common cohesin binding sites that are independent of CTCF. This analysis identified 16576 common cohesin binding sites, from which 2020 (12%) sites were independent of CTCF binding but still exhibit the CTCF motif sequence and 273 (1.7%) sites that are independent of CTCF binding and do not contain the CTCF motif sequence (MCIB). This result indicates that the number of cohesin binding sites that are independent of CTCF is lower then the number of sites where these proteins co-localize. This number becomes substantially smaller when also the sites that still contain the CTCF motif sequence are considered in this analysis.

**Figure 7:**
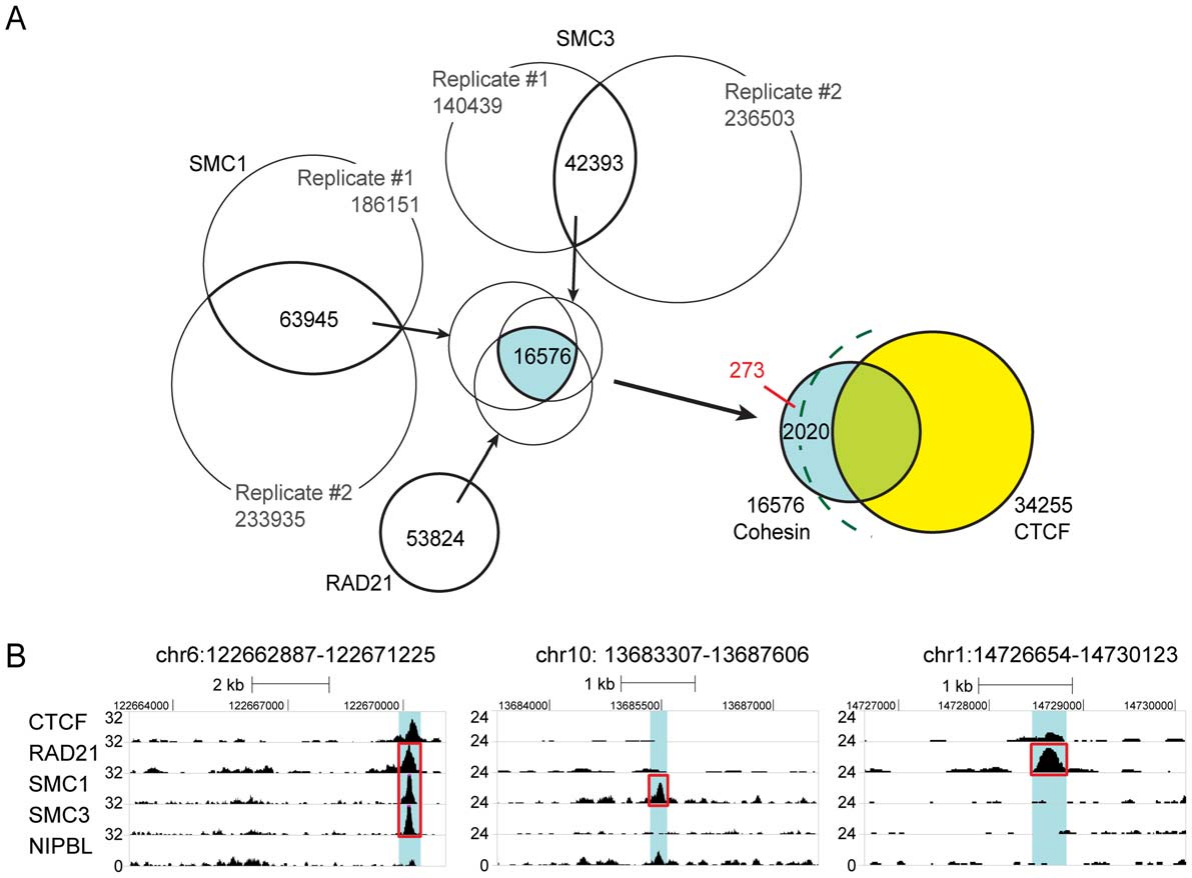
Integrated analysis of RAD21, SMC1 and SMC3 binding sites in ESCs. (**A**): Common binding sites of RAD21, SMC1 and SMC3 [43] and the overlap with common CTCF sites are shown. The number of binding sites are depicted for each experiment and the overlap of the data is presented in the intersection. The green dashed line separates cohesin sites that are independent of CTCF from sites that are independent of CTCF binding and do not contain the CTCF motif sequence (MCIB, shown in red). (**B**): Examples of ChIP-sequencing peaks in ESCs showing co-localization of all sequenced cohesin subunits and localization of individual subunits only. Areas of interest are marked in blue and called cohesin subunit binding sites are boxed in red. Chromosomal locations of the peaks are indicated above the graphs. Note the absence of peaks for RAD21 and SMC3 in the second, and the absence of peaks for SMC1 and SMC3 in the third example, respectively.

Interestingly, the comparative analysis revealed binding sites of individual subunits that are not shared with other cohesin subunits (Fig. 7B). This observation raises the possibility that, apart from a major concordance of core cohesin binding sites, individual cohesin subunits may bind to DNA in a unique manner. However, it is also possible that this observation is a result of the different ESCs and antibodies employed in the different studies or may also reflect experimental variability in ChIP-seq experiments.

## Discussion

Cooperativity between mammalian transcription factors that bind sequence specific DNA elements and factors that mediate chromosome conformation have long been proposed, but molecular details on how they work together have been sparse. The recent implication of cohesin in regulating chromosome conformation [20], [27], [36], [44] together with its detection in ESC identity RNAi screens [32], [33] prompted us to investigate the role of RAD21 in ESCs in more detail. Our genome-wide RAD21 binding survey in ESCs and EBs revealed three modes of RAD21 binding, the conserved and the dynamic CTCF dependent and the CTCF independent binding mode.

The majority of sites that are co-occupied by CTCF and RAD21 appear to be conserved in ESCs and in different cell types, suggesting that they may provide a framework supporting a general chromosome architecture. Our observation that RAD21 exhibits a characteristic shifted directionality with respect to CTCF, which we did not observe for pluripotency transcription factor co-bound sites, might indicate a different functionality of RAD21 at the CTCF dependent compared to the independent sites or a different mode of physical interaction with the particular transcription factors. Physical interaction of cohesin with CTCF has recently been reported [30], suggesting a direct role of CTCF in recruiting RAD21 5′ of its binding site, although factors that mediate the placement cannot be excluded. In this context, a methylation dependent mechanism may account for recruiting cohesin because CTCF binds DNA in a methylation specific manner [16]. It will be interesting to further investigate how this placement is achieved and what relevance it has with respect to transcriptional insulation and chromosome architecture.

The comparative RAD21 binding analysis in ESCs versus EBs also uncovered changes in the CTCF dependent RAD21 binding sites, revealing the dynamic CTCF dependent RAD21 binding mode mentioned above. The fact that these sites change upon differentiation indicates that they may be important during development. Since the epigenetic chromatin state changes with differentiation [45], the previously described DNA methylation dependency of CTCF binding [16] may account for the change of dynamic CTCF dependent binding of RAD21 in EBs. To further investigate this aspect, it will be interesting to compare the epigenetic changes with CTCF and cohesin binding sites during ESC differentiation in the future.

Probably the most intriguing finding was the identification of the motif and binding CTCF independent (MCIB) RAD21 binding sites that exhibited enrichment for pluripotency related transcription factors binding sites. The fact that these sites disappear in EBs and new binding sites emerge, which are enriched for early developmental transcription factors suggests that these sites are functionally relevant for the execution of developmental expression programs. The expression changes observed after RAD21 depletion mirroring knockdown of Nanog further support this notion.

Notably, the number of CTCF independent RAD21 binding sites in ESCs is considerably lower than reported for other cohesin subunits, namely SMC1a and SMC3 [43]. However, this is largely due to the different analysis methods employed and re-analysis of the data with our parameters also resulted in a much lower percentage of CTCF independent SMC1 and SMC3 binding sites including MCIB sites. Moreover, our comparative analysis revealed binding sites of individual subunits that are not shared with other cohesin subunits, suggesting that individual cohesin subunits are found at certain DNA sites. Whether this observation indeed reflects independent subunit binding or instead is a result of the different ESCs and antibodies employed or experimental variability in ChIP-seq experiments needs to be determined in the future. Nonetheless, independent of the analysis method employed, the cumulative data suggests that RAD21 together with the other cohesin proteins maintains ESC identity by connecting functionally relevant DNA elements. Thereby, it creates an ESC chromatin architecture that supports ESC specific gene expression programs.

With several ChIP-chip and ChIP-seq data sets published [14], [24], [28], [43], a significant repertoire of cohesin and CTCF binding sites in various cell types is now available. The comparative analysis of CTCF and cohesin binding data published with this manuscript should provide a high confidence list for future studies. Eventually, an integrated analysis also from differentiated cells should allow a refinement of the cohesin binding patterns and may ultimately help to build a roadmap for chromosome architecture during development.

A remaining question is how the transcription factors interact with the cohesin proteins implicated in chromosome conformation. The study of Kagey and colleagues showed interaction of the cohesin loading factor NIPBL with the mediator complex [43], of which the latter phenocopied cohesin in terms of ESC identity. In the study of Tutter and colleagues an interaction of the mediator component Med12 with Nanog was described [46]. Additionally, they found that Med12 and Nanog exhibited similar phenotypes, gene expression profiles and patterns of genome distribution. Another study revealed protein-protein interaction of Oct4 with SMC1a [47]. Our data suggest that Nanog may facilitate the placement of cohesin at its binding sites through an interaction with STAG1 and/or WAPL. Considering the fact that cohesin co-localizes at multiple transcription factor loci, the direct interaction of Oct4 with SMC1a and Nanog with STAG1 and WAPL may support the pluripotency transcription factor mediated placement of cohesin at CTCF-independent binding sites.

Collectively, these data suggest a complex interplay of the different co-localizing protein complexes and strongly indicate that these factors act in concert to maintain embryonic stem cell identity. However, a possible hierarchy of events and functions for the cooperativity of RAD21 and other cohesin subunits with pluripotency transcription factors at these sites needs future investigations. A detailed dissection of interactions between cohesin proteins and pluripotency transcription factors will certainly enhance our understanding of transcriptional regulation in light of higher order chromosome architecture.

## Methods

### Cell culture

Feeder-free mouse R1/E ESC were maintained on gelatin-coated dishes in DMEM (GLUTAMAX high-glucose, Gibco) media supplemented with 15% FBS (Gibco), 0.055 mM β-mercaptoethanol (Gibco), 1× MEM non-essential amino acids (Invitrogen), 5000 u/ml penicillin-streptomycin (Invitrogen) and 16 ng LIF (in house production as previously described [32])/250 ml medium.

### BAC transgenomics

BACs harbouring the genes of interest were obtained from the BACPAC Resource Center (http://bacpac.chori.org; BAC-IDs: RP23-375K15 (RAD21), RP23-236B2 (CTCF) and RP24-230P19 (Nanog)). A LAP cassette [48] was inserted as a C-terminal fusion using recombineering technology [49] (Gene Bridges). Isolated BAC DNA was transfected and selected for stable integration as described [34]. Resistant clones were additionally sorted for GFP-positive cells by FACS. Correct protein size and localization was verified by Western blot and immunofluorescent staining as described previously [34].

### Embryoid body differentiation

RAD21-LAP tagged ESC were differentiated into embryoid bodies for 12 days using the hanging drop method according to the protocol of Linda C. Samuelson and Joseph M. Metzger, Cold Spring Harb Protoc 2006.

### RNA interference

Mouse esiRNAs were produced as described previously [50]. Primer sequences are listed in Table S6. EsiRNA transfection was performed for 48 h using Lipofectamine2000 (Invitrogen) according to the manufacture's instructions with 800 ng esiRNA, 2 ul transfection reagent and 80000 cells per well in 12-well plates.

### Western Blot

Cells were harvested and 10–20 ug of total protein extracts were separated on NuPage 4–12% Bis-tris gels (Invitrogen) and blotted on nitrocellulose membranes (Millipore). Membranes were probed with antibodies against GFP (MPI-CBG antibody and protein production facility, 1∶10000), SMC1 and SMC3 (Bethyl Laboratories, Inc., Cat.No. A300-055A and A300-060A, 1∶5000) and RAD21 (Santa Cruz, sc-56208, 1∶500). GAPDH (Novus Biologicals NB300-221, 1∶50.000) was used as a loading control.

### Alkaline Phosphatase staining

Three days post RNAi, cells were fixed with 4% paraformaldehyde (Sigma), rinsed in PBS and stained using Alkaline Phosphatase Red Microwell substrate (Sigma). Images were acquired with a Canon Power Shot G11 digital camera on the Olympus CKX41 microscope.

Based on the staining intensity, percentages of differentiated, half-differentiated and undifferentiated cells were determined by counting.

### RNA isolation, cDNA synthesis and quantitative real-time PCR

For isolation of total RNA the RNeasy Mini Kit (Qiagen) was used according to the manufacture's protocol including a DNaseI digest. Reverse transcription of 0.5–1 ug RNA was performed using Oligo-dT_12–18_ and Superscript III kit (Invitrogen). Quantitative real-time PCR analysis was carried out using SYBR green master mix (Abgene) and the MxP3000 detection system (Stratagene). Samples were run in triplicate and transcript levels were calculated according to the ΔΔct method with normalization to CyclophilinB. Primer sequences are listed in Table S6.

### Immunoprecipitation and mass spectrometry

Immunoprecipitation reactions were carried out with nuclear extracts from Nanog-LAP ESC as well as wildtype ESC and subjected to shotgun mass spectrometry as previously described [51]. For co-immunoprecipitation analysis, nuclear extracts of Nanog-LAP ESC or wildtype ESC were prepared using nuclear extraction reagents (Pierce) and precipitated using a GFP-antibody (MPI-CBG antibody facility). For the Nanog-LAP ESC line, an additional IgG isotype control antibody (Dianova) was used. Western blot detection was performed using GFP (11814460001, Roche) and STAG1 (sc-54515, SantaCruz) antibodies.

### Microarray analysis

Cells were harvested two days post RNAi and 250 ug of isolated total RNA was labeled with the One-Cycle Target Labeling and Control Reagent Package (Affimetrix) as described in the manufacture's instructions. Probes from 4 biological replicates of RAD21 and Luc RNAi were hybridized on Mouse Genome 430.2.0 arrays (Affimetrix). Image data were analyzed with the GeneChip Operation Software applying Affimetrix default settings. Expression changes were determined by a parametric analysis of variance (ANOVA) after RMA normalization with respect to the probe GC content using Partek Genomics Suite 6.4 (6.09.0129) (Table S4).

Gene Ontology analysis was performed using GenCoDis 2.0 [52], [53].

For calculation of Pearson's correlation factor, published microarray data were used [41], [42].

### ChIP and ChIP-sequencing

RAD21-LAP ESC were crosslinked with 1% formaldehyde for 10 min at room temperature and crosslinking was quenched with 125 mM glycine. Sonicated chromatin with an average size of 500 bp was immunoprecipitated over night using a GFP-antibody (MPI-CBG antibody facility) and control IgG-antibody (Dianova) and immobilized on G-sepharose (GE Healthcare). Specificity of the GFP-antibody has been validated before (Poser et al. 2008, Fig. S1). Eluates were reverse crosslinked followed by RNA and protein digestion. Quantitative real-time PCR analysis was performed with 3 biological replicates of purified DNA. Relative occupancy values were calculated as fold enrichment over control-IgG (or as percent of input recovery occupancy) and normalized to RPL19. Primer sequences are listed in Table S6.

For sequencing, 20 ng of the immunoprecipitated DNA was used to generate the ChIP-seq library according to the manufacture's protocol (Illumina) and sequenced with the Genome Analyzer II (Illumina).

### Peak calling

Peak calling was performed using MACS 1.4beta [54] with the following settings for the RAD21 data: mfold = 8, bw = 150 and a *p*-value threshold of 10^−4^, and with the following settings for the previously generated data [37] : mfold = 8, bw = 150 and a p-value threshold of 10^−5^. Prior peak detection, ChIP-seq fragment coordinates from CTCF, Pou5f1, Nanog, Sox2, Klf4 and Esrrb ChIP-seq data [37] were converted into Mouse NCBI genome build 37 (mm9) using the UCSC *liftOver* tool [55].

### Gene loci identification and genomic distribution

PINKTHING (http://pinkthing.cmbi.ru.nl) software was used for assigning sites to the nearest gene and to determine genomic distribution of identified binding sites. Peak locations were visualized using the University of California Santa Cruz (UCSC) genome browser.

All sequence analyses were conducted based on the Mus musculus NCBI m37 genome assembly (mm9; July 2007) accessed from Ensembl.

### Motif analysis

Sequences from a range of 150 bp around peak summits were extracted with BEDTools package (http://code.google.com/p/bedtools) and used as a basis for further search of occurrences of known transcription factor binding motifs from the JASPAR database [56]. The search was performed using FIMO tool from the MEME suite [57]. Motif occurrences with a *p*-value not exceeding 10^−5^ were considered significant. Gaussian mixture modeling of distances between binding sites and motifs was performed with R package mclust (Fraley & Raftery, 2002).

RAD21 binding peaks that were not overlapping with any of the CTCF peaks, were named CTCF independent RAD21 binding sites (CIB). Peaks that were not bound by CTCF and did not contain the CTCF binding motif in the 150 bp vicinity of the peak summits were considered motif and CTCF binding independent binding sites (MCIB). The binding site and the motif enrichment *p*-values were determined with Fisher's exact test. Enrichments were calculated using all RAD21 binding sites as background.

### Accession number

MIAME compliant microarray and sequencing data from this study have been deposited in the MIAME compliant database GEO with the accession number GSE24030.

## Supporting Information

Figure S1 **Validation of BAC-GFP tagged ESC lines and GFP-antibody for ChIP-sequencing.** (**A**)**:** Immunostaining of RAD21 and CTCF BAC-GFP ESC stably expressing RAD21-LAP or CTCF-LAP confirmed nuclear localization. In the merged picture, GFP (LAP tagged protein) is shown in red, α-Tubulin in green and DNA (DAPI) in blue. Scale bar equals 20 µm. (**B**)**:** Western blot analysis of RAD21 and CTCF BAC- GFP ESC depleted in RAD21 and CTCF, respectively. Two independent esiRNAs and control esiRNA (Luc) were used. GAPDH expression served as protein loading control. (**C**)**:** Western blot analysis of RAD21-LAP immunoprecipitation using GFP-antibody to confirm antibody specificity. Co-immunoprecipitation of the cohesin complex members SMC1a and SMC3 support functionality of the RAD21 BAC transgenic ESCs. (**D**)**:** ChIP of RAD21-LAP cells transfected with control (Luc) and RAD21 esiRNA. Enrichment of selected MCIB sites that appertain to indicated genes was quantified by qPCR and confirmed reduced signals upon RAD21 depletion (n = 2, error bars denote s.d.).
(TIF) Click here for additional data file.

Figure S2 **Identification of RAD21 binding sites and their genome distribution.** (**A**)**:** Table shows the number of identified binding sites using MACS algorithm in dependency of the *p*-value. Numbers are listed for RAD21 and IgG ChIP-samples. Binding sites detected with the *p*-value of 10e-5 were used for further analysis. (**B**)**:** Genome distribution of RAD21 binding sites indicated that the majority of RAD21 sites is located in introns and far distant (>25 kb) from the transcriptional start site. (**C**)**:** *De novo* motif analysis in the 150 bp vicinity of RAD21 peak summits did not reveal a RAD21 specific consensus sequence. Search for known DNA binding motifs in the 150 bp vicinity of peak summits using Jaspar database identified the CTCF motif to be the most abundant. (**D–E**)**:** CTCF ChIP-seq data analysis according to A–C.
(TIF) Click here for additional data file.

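The deposited CTCF summits were searched with a matrix made from the CTCF sequences held from Table S1 in place of the JASPAR matrix. Of the 33756 summits on chromosomes 1 to 19, X and Y, 24502 have a motif at p 1e-05 within 150 bp, a share of 72.6% (95% Wilson interval 72.1 to 73.1). At positions 2000 bp away the share was 5.54% (5.30 to 5.79). The share rose with the score of the peak, from 58.0% at scores of 50 to 75 to 88.4% (83.9 to 91.8) at scores of 500 or more. Within 50 bp of the summit it was 31.6%, the alternative that moved it most. By the GENCODE M1 annotation, 44.2% of the CTCF summits lie in introns, 45.4% between genes, 5.63% in exons and 4.82% within 1 kb upstream of a gene start. A sample of 39833 IgG tags gave 40.4%, 54.9%, 3.39% and 1.32% for the same places. More than 25 kb from the nearest gene start lie 37.0% of the summits and 59.7% of the IgG tags.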

Figure S3 **Motifs present in the vicinity of RAD21 binding sites apart from CTCF do not exhibit binding directionality. Motifs in the vicinity of RAD21 apart from CTCF do not exhibit directionality.** The histogram plot of distances between RAD21 binding site and FoxI1 motif sequence in 5′ to 3′ strand direction does not exhibit directionality of RAD21 binding. Black lines are the components of the Gaussian mixture modelling distribution of the distances. Solid lines indicate the most dominant distributions. The red bar indicates RAD21 binding site and the black ellipses indicate expected positions of FoxI1 binding sites.
(TIF) Click here for additional data file.

Figure S4 **Depletion of cohesin strongly changes ESC morphology.** ESC transfected with esiRNAs against RAD21 (2 independent esiRNAs), SMC1a and SMC3 exhibit strong change in morphology 72 h post RNAi compared to non-targeting control (Luc). Depletion of Nanog served as a positive control for ESC differentiation. Scale bars correspond to 100 µm.
(TIF) Click here for additional data file.

Figure S5 **Depletion of SMC1a and SMC3 reflects expression changes upon RAD21 knock-down.** (**A**)**:** Alkaline phosphatase staining of ESCs, which had been transfected with secondary esiRNAs targeting RAD21, SMC1a and SMC3 (72 h post RNAi). Nanog depletion and a non-targeting control (Luc) served as a positive and negative control for ESC differentiation, respectively. Scale bars correspond to 100 µm. (**B+C**)**:** qPCR result of detected expression changes in (**B**) stem cell maintenance genes and (**C**) lineage marker genes upon knock-down of SMC1a and SMC3 versus a Luc control (48 h RNAi, n = 3, error bars denote s.d. and *, **, *** indicate p<0.05, 0.01 and 0.001, respectively).
(TIF) Click here for additional data file.

Figure S6 **Validation of microarray gene expression results.** Diagram shows qPCR based confirmation of up- and downregulation of selected developmental and stem cell maintenance related genes identified in the RAD21 microarray gene expression array (48 h RNAi, n = 3, error bars denote s.d. and *, **, *** indicate p<0.05, 0.01 and 0.001, respectively.
(TIF) Click here for additional data file.

Figure S7 **Re-analysis of SMC1 and SMC3 ChIP-seq data.** Analysis of the SMC1, SMC3 and CTCF DNA binding data. [43] and determination of the overlaps of the individual experiments is shown using MACS 1.4beta (p<10^−5^). Numbers of binding sites are presented for the individual experiments, calculating intersections of each of the two replicates to define CTCF overlapping and independent binding sites. The green dashed line separates cohesin sites that are independent of CTCF binding from sites that are independent of CTCF binding and do not contain the CTCF motif sequence (MCIB, shown in red).
(TIF) Click here for additional data file.

Table S1 RAD21 binding sites in ESCs and EBs.
(XLS) Click here for additional data file.

Table S2 Enrichment analysis of transcription factor binding motifs at RAD21 binding sites in ESCs and EBs.
(XLS) Click here for additional data file.

Table S3 Enrichment analysis of RAD21 co-localizing with ESC transcription factor binding sites in ESCs.
(XLS) Click here for additional data file.

Table S4 Gene expression microarray data of RAD21 depleted ESCs.
(XLS) Click here for additional data file.

Table S5 List of Nanog interacting proteins identified by mass spectrometry.
(XLS) Click here for additional data file.

Table S6 Primer sequences for esiRNA production, qPCR and ChIP.
(XLS) Click here for additional data file.

Table S7 High-confidence cohesin binding sites.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

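CTCF ChIP-seq of a BAC-tagged R1/E mouse ESC line was analysed from 2 libraries, 1 made with the GFP-antibody and 1 with control IgG, crosslinked with 1% formaldehyde and sonicated to about 500 bp. RAD21, EB and microarray data were not analysed here. The authors deposited, for each library, 1 line per aligned tag with a count of 1, without normalization. The aligner is not named in the paper's text. For the CTCF library the authors also deposited MACS 1.4beta peaks with a score, -10 times the log10 of the p-value against the IgG library, and summits with the signal, the height of the tag pileup in tags. The methods name a p-value threshold of 0.0001 for RAD21, the results give 10e-5, and the header of Table S1 gives 1e-05, which is also where the lowest deposited CTCF score of 50 stands. The paper states that the same parameters were used for CTCF.

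From these files the following was computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9. Depth was 8391191 CTCF and 7988889 IgG tags. Tags were moved by 92 bp, from a fragment length of 185 bp taken at the 1000 highest scoring peaks. Shares carry 95% Wilson intervals and ratios exact 95% intervals, for counting error only. The recount used an effective genome size of 1870000000, from the header of Table S1. Tests at loci were exact binomial tests, two-sided, with Benjamini-Hochberg adjustment over 21 loci, and compare the 2 libraries, not conditions. Medians carry order-statistic intervals.

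The motif matrix came from 192 CTCF sequences of Table S1, with a pseudocount of 1 per column and base frequencies of 0.29 for A and T and 0.21 for C and G, and thresholds were exact for the matrix. Sequence and annotation were those of NCBI m37 (mm9) and GENCODE M1. Table S1 was held in part, so no overlap, enrichment or set test was run on it, and the overlap of RAD21 with CTCF in Fig. 1A was not recomputed. Positions of the Fig. 5D loci were taken from its labels, and those of Fig. 1B, 2A and 7B were read by eye from the pictures. Fig. 5C shows the same CTCF-overlapping sites as Fig. 2A. Products of the ChIP primers in Table S6 were located on mm9 as an added check.

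The scripts were tested on simulated data. Of 200 simulated sites in all, those at 10 and 20 times the background passed p 1e-05 in the recount in 72% and 100% of cases, against 8% at 5 times and 0% at 2 times the background, and 0 of 200 unenriched sites passed. A simulated fragment length of 180 bp was found as 172 bp. All planted motifs past the threshold were found at their place and strand.

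Alternatives fixed before the data were examined varied the score threshold, the window, the scaling, the motif threshold and window, the annotation and the pairing distance. The alternative of 1 tag per position and strand changes nothing, since no position is repeated. The stretch around Ctcf was delimited after it had been seen, as at least 10 windows of 10 kb in a row at 2.5 times the median of the chromosome. Sites named in the text were fixed beforehand as the loci shown in Fig. 1B, 2A, 5C, 5D and 7B, the 5 peaks with the highest score, the at most 5 sites with the most RAD21 tags among those with both coordinates and motif in Table S1, and the genes carried by the BACs (Ctcf, Rad21, Nanog).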

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

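The tests of extra BAC copies, of CTCF-bound chromatin and of a parental duplication, and the limits of the stretch itself, were chosen only after the result was seen.

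The IgG library, the control of the peak calls, is raised around Ctcf on chromosome 8. Over 170 kb from 108080001 to 108250000, the tag density is 5.03 times that of the 500 kb on either side (exact 95% interval 4.79 to 5.28), and each of the 17 windows of 10 kb holds between 117 and 274 IgG tags, where the flanking windows have a median of 36 and reach at most 59. The CTCF library is raised 4.51 times in the same stretch with its peaks left out. What drew attention is a signal in the control library, outside the sites shown in the figures analysed here, above the level of its flanks. The sample labels also call this library input DNA.

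CTCF-bound chromatin carried into the IgG library would place the excess in the CTCF peaks, yet with the peaks left out it is 5.10 times. GC content is also argued against, since 0% of 7690 windows elsewhere on chromosome 8 in the same GC range hold as many IgG tags as the median window of the stretch. No other unbroken stretch of at least 10 windows at 2.5 times its chromosome's median was found in the IgG library (0 such stretches, and 7 others of at least 3 windows). Regions of 170 kb centred on Rad21 and Nanog were at 0.934 and 1.07 times their flanks in the IgG library, and at 1.32 and 1.81 times in the CTCF library, peaks included. A candidate explanation is extra copies of the region brought in by the BAC that carries Ctcf. A duplication already present in the parental line would give the same 5.03 times and cannot be told apart from it, because neither that line nor another tagged line was analysed here. The ends of the BAC were not used here, and no biological explanation was tested.

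Of the 5 highest scoring CTCF peaks, 2 lie in the raised stretch, with CTCF to IgG ratios of 5.29 and 3.98, where the other 3 have 44.1, 16.7 and 19.0. It holds 19 of the deposited peaks, with a median score of 139 against 135 in the flanks, and whether the raised density changes the scores was not tested.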

How the results depend on the processing

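The primer products, the motifs found with the matrix and the peaks outside the stretch around Ctcf were chosen only after the results were seen. No paired analysis was possible because there is 1 library per antibody. The 11 alternatives with 1 tag per position and strand were void, as no position is repeated. The RAD21 to CTCF distance along the motif strand could not be given for CTCF peaks with a score of at least 500, as none of the 16 sites has one. Of 58 alternatives over 22 results, 32 left the value within its interval or within 1.5 times a count, and 26 moved it. Other than where fewer peaks or a stricter threshold lower a count by construction, the cause was not tested.

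With peaks of a score of at least 100, the list fell to 19997 peaks, the shares of CTCF and IgG tags in peaks to 8.71% and 0.909%, and the fold rose to 9.58. Also, 79.8% of the summits had a motif, the summit lay at -19 bp along the strand listed in Table S1, and the promoter share was 4.56%. Within 150 bp of the summits, the tag shares were 6.49% and 0.453% and the fold 14.3. Scaled by the tags outside the peaks, the fold was 9.73.

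At p 1e-10, 17202 windows passed for CTCF and 65 for IgG, and with 500 bp windows 194 passed for IgG. A motif threshold of 1e-04 gave 84.1% of summits, with 19.2% at the control positions, and 50 bp gave 31.6%, with 1.75% at the control positions. CTCF peaks with a score of at least 500 lay at a median of 54.5 bp from RAD21.

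With the promoter at 5 kb, introns held 41.3% of the summits, intergenic sequence 38.9%, exons 4.94% and promoters 14.9%. With protein-coding genes only, the shares were 42.8%, 48.3%, 5.07% and 3.87%. In 50 kb windows, the IgG density around Ctcf was 4.55 times its flanks.

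Along the strand listed in Table S1, the RAD21 summit lay at a median of 72 bp from the CTCF summit with an interval across 0. With pairs up to 250 bp it was 90 bp with an interval from 6 to 113 that leaves out 0, with recomputed CTCF summits 73 bp with an interval from -4 to 115, and with motifs found with the matrix 56 bp.

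The tag ratio at the MCIB loci stayed within its interval, from 1.23 around the primer products to 1.54 when scaled by tags outside the peaks, and only in the latter case did its own interval lie above 1. With overlap counted from 1 bp, from a summit inside the locus, or with peaks of a score of at least 100, 0 of the MCIB loci and all 6 CTCF-bound loci overlapped a CTCF peak. The paper chose both groups by the absence or presence of CTCF overlap, so these counts may be fixed by that choice. The recount stayed between 28874 and 30474 peaks. The depth limits single loci most, where a difference of a few tags between the libraries is within counting error.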

Other observations

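The tests at peaks with a score of 500 or more, the test of GC content, the comparison with IgG tags at summits in the raised stretch and the use of the primer products were chosen only after the result was seen.

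The median position of the CTCF summits is displaced to the 3′ side of the motif as drawn in Fig. 1C, away from RAD21. Their most frequent position is at the motif, with 6.93% of summits at -10 to 0 bp. Farther out, more summits lie on the 3′ side, with 5.20% at 50 to 60 bp against 2.40% at -60 to -50 bp. The displacement grows with scores up to 500, from 2 bp at 50 to 75 to 24 bp at 200 to 500. At scores of 500 or more it is 18 bp and does not grow further. An offset of summits or tags along the chromosome would give opposite signs on the 2 strands, but the median is 14 bp for motifs on the plus strand and 14 bp for motifs on the minus strand. Another motif taken for the bound one is argued against by a median of 14 bp at summits with exactly 1 motif. A cause confined to weak peaks is argued against by 18 bp (order-statistic 95% interval 6 to 29) at scores of 500 or more. Summits at these scores spread no less around the motif (quartiles -29.75 and 73 bp) than all summits (-30 and 62 bp). Imprecise summits as such therefore stay possible. An uneven base composition on the 2 sides of the motif was not tested, so the pattern stays open, and no biological explanation was tested.

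Of the summits on the assembled chromosomes, 9254 have no motif at p 1e-05 within 150 bp. The count depends on this threshold. At p 1e-04, 84.1% of summits have a motif in place of 72.6%, and 19.2% of the control positions in place of 5.54%. How many summits lack a motif only because it is weak or lies farther away was not tested. Weak peaks called from chance tags cannot be the whole cause, because 11.6% of summits at scores of 500 or more have none either. A local excess of tags in any library is not decided. At summits without a motif the IgG library is at 0.870 times the genome rate (exact 95% interval 0.853 to 0.887). That rate is taken over the effective genome size of 1870000000, which is smaller than the assembled genome. Against the rate per assembled base the ratio would be higher. Calling peaks against this library also selects against IgG tags. The 19 summits called in the raised stretch around Ctcf have 3.98 times the genome rate (3.23 to 4.86), but the CTCF library is raised there too. The IgG library has 1.06 times as many tags per summit without as with a motif (1.03 to 1.08), a small difference that does not depend on the genome rate. Summits without a motif lie within 1 kb of a gene start more often, with an odds ratio of 1.82 within 5 score ranges, higher in 4 of them and not in the range of 500 or more, where 29 summits have no motif. Since this holds for 9.87% of them against 5.50% of those with a motif, open chromatin at gene starts may bear on a small part and the rest stays open too. No biological explanation was tested.

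Outside the peaks, the CTCF library has relatively more tags on GC-rich chromosomes. The ratio to IgG lies between 0.994 and 1.13 on the 9 autosomes with the highest GC content and between 0.936 and 0.985 on the 9 with the lowest. In windows of 1 kb more than 5 kb from any peak and with no CTCF motif at p 1e-04, the ratio at 55 to 60% GC is 1.70 times that at up to 35% GC, which is consistent with a GC difference between the 2 libraries. The rise is not even, with ratios of 0.831 at up to 35% GC, 0.803 at 35 to 40%, 1.41 at 55 to 60% and 1.78 at 60 to 100%. CTCF sites below the peak threshold cannot be told apart from it, since windows with a motif have 1.14 times the ratio of windows without one at the same GC, and sites without a motif stay possible. No biological explanation was tested.

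At the third example of Fig. 7B, which the paper shows for a RAD21 peak without SMC1 and SMC3, the box read by eye holds 10 CTCF and 0 IgG tags (exact binomial test, two-sided, p = 0.00201, adjusted p = 0.00602 with Benjamini-Hochberg adjustment over 21 loci), with no deposited CTCF peak and the nearest summit 1800 bp from its centre. The second example holds 0 tags in either library. The X chromosome has 0.455 times the IgG tags per window of the autosomes.

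The products of the ChIP primers in Table S6 overlap the labelled locus in Fig. 5D for 12 of the 13 loci. The primers named Smad1 and Gm488 fall in the loci that Fig. 5D labels Smad7 and Gm443. The product of the Smarcad1 primers, on chromosome 6 from 64973107 to 64973270, lies 1138 bp outside its labelled locus.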
